A study of Arabidopsis thaliana with 48 samples. Its data were reported in "Arabidopsis HOT3/eIF5B1 constrains rRNA RNAi by facilitating 18S rRNA maturation" (2023).

How the data were processed

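Libraries of 3′ ends of 18S rRNA and pre-18S rRNA were made by 18S-ENDseq from 18-day-old Arabidopsis seedlings of 4 genotypes (WT, hot3-2, dcl2 dcl4 and hot3-2 dcl2 dcl4) in 3 fractions (total extract, nonpolysome and polysome). There were 4 libraries for each of the 12 groups, and each library was given its genotype, fraction and replicate number from its sample title. All 48 libraries were used and none was left out.

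The authors deposited raw counts per library: the number of reads for each combination of 3′ end position (30 positions, from 1886 to 1915 of their own 45S rDNA reference) and length of nontemplated tail (from 0 to 10 nt), in 330 lines per library. The values were whole numbers that summed to different totals, and no normalization was applied to them by the authors. To make them, RNA was circularised with an RNA ligase, reverse-transcribed from a primer within 18S rRNA, amplified by PCR and sequenced in pairs. Reads were then trimmed of the 18S 5′ end, mapped to the 45S rDNA reference with the aligner STAR, and their 3′ ends were counted with an in-house script. Only molecules with the mature 18S 5′ end were kept by the authors. Each read was allowed many mapping places and reported at a single one, so reads from different rDNA copies were not told apart. The aligner also decides where a template ends and a tail begins. A tail that matches ITS1, or nearly matches it, is counted as ITS1 sequence, so that the tail lengths and the neighbouring end positions are not independent measurements. Whether the class of 10 nt also holds longer tails was not stated, and the bases of the tails were not used here.

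The D site was found in each library as the most frequent untailed end, which was position 1891 in all 48. Positions were renumbered from it, from -5 to +24. Mature 18S reads were untailed reads at the D site. Pre-18S reads were untailed reads from +1 to +22, A1 reads those from +8 to +13 and A2 reads those at +21 and +22. Each was expressed as a percentage of mature 18S reads in the same library, which is the scaling the study used. Pre-18S abundance is therefore relative to mature 18S rRNA, and a change in either would move it. The tailed share was the percentage of all reads from +1 to +22 that had a tail of 1 nt or more. The reference genome was TAIR10.1. The last bases of its annotated 18S rRNA genes and the 24 bases that follow were read from it to give each position its base and its coordinates, while the coordinates of the authors' reference were kept as they stand in the files.

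Group means of the ratios were compared by exact two-sided permutation tests over the 70 arrangements of 4 against 4 libraries, whose smallest p is 0.0286. This was chosen because the study compared its replicates with an unpaired nonparametric test. With 4 against 3 libraries the smallest p is 0.0571, so fits that left out 1 library were compared by value and not by call. A difference of effects (between fractions, or with and without dcl2 dcl4) was tested in the same way on the per-number differences of log2 ratios. The numbers did not pair hot3-2 with WT in any fraction, as described below. The p of these tests can therefore depend on the matching of libraries, and other matchings were not tested. Benjamini-Hochberg adjustment was made within each family: 12 genotype comparisons of the ratio, 12 fraction comparisons, 9 of A1 and A2, 6 of the tailed share and 4 differences of effects. Single positions were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) on the deposited counts of untailed reads, with the D-site count as library size, on positions with at least 10 counts in at least 4 libraries, and with Benjamini-Hochberg adjustment over the 29 positions other than the D site. Only the compared groups entered a fit. A position was called at an adjusted p under 0.05. The positions named in the text are those of A1 and A2 and, for each comparison with calls, up to 3 further called positions with the largest absolute log2 fold change whose libraries did not overlap between the groups. This rule was fixed before the data were examined, and other positions that are named were chosen after their values were seen.

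The edgeR step was first tested on simulated data drawn from the means and library sizes of WT total, for 29 positions in 50 simulations. In each, 6 positions were changed by a log2 fold change of 2, with a dispersion of 0.02 and independent libraries. Smaller changes were not simulated, nor was the wider spread of the gradient fractions. At +21, for example, it was 0.112% ± 0.0119 in WT total and 0.158% ± 0.0552 in WT nonpolysome. All of the 300 changed positions were recovered (100%), 1.65% of the 1150 unchanged positions were called, and the fitted change was on average 0.997 of the simulated one.

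The libraries held from 1815545 to 6468532 reads. Wilson 95% intervals of the pre-18S share had half-widths of 0.307% to 1.41% of the share. The reads are PCR products without molecular identifiers, so these intervals cover counting error only. All 72 pairs of libraries within a group differed by more than sampling noise, so that no library was taken as a copy of another. Because the comparison is against counting error only, it does not show that the libraries came from separate RNA preparations.

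Replicate numbers 1 to 4 come from the sample titles, which do not say whether a number marks a shared seedling batch, gradient or day. For each genotype comparison, the deviations of the log2 end profiles from their group means were correlated between libraries with the same number. Every pair correlated above 0.1 in 6 of the 12 comparisons, and there the numbers were taken to pair the libraries: hot3-2 dcl2 dcl4 against hot3-2 in total and polysome, dcl2 dcl4 against WT in all 3 fractions, and hot3-2 dcl2 dcl4 against dcl2 dcl4 in nonpolysome. The fits without a block stay the main results, as the study's tests were unpaired.

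The alternatives changed the window of ends, the inclusion of tailed reads, the denominator, the scale of the statistic (log2 ratios or ranks), the minimum tail length, the library size in edgeR (all counted reads, or TMM), the position filter (none, or at least 50 counts in every library), the tool (DESeq2 or an exact permutation test per position), the groups in the fit, the replicate block and the replicates used. Versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. The small RNA, RNA-seq and ribosome profiling data of the study were not analysed here.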

Results

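The data were read counts from 18S-ENDseq, a sequencing assay of the 3′ ends of 18S ribosomal RNA (rRNA) and of its unfinished precursors (pre-18S rRNA) in Arabidopsis seedlings. In this assay the rRNA is circularised by ligation, so that a cDNA primed inside 18S rRNA crosses the junction between its 5′ and 3′ ends. The 3′ end of each molecule, and any nucleotides added to it without a template, are then read from the junction. The 48 libraries came from 18-day-old seedlings of 4 genotypes in 3 fractions, with 4 libraries in each of the 12 groups. The genotypes were wild type (WT), the HOT3 mutant hot3-2, the double mutant dcl2 dcl4, and the combined mutant hot3-2 dcl2 dcl4. HOT3 encodes eIF5B1, a translation initiation factor. DCL2 and DCL4 are Dicer-like enzymes that make small interfering RNAs, including those derived from rRNA. The fractions were the total extract, the nonpolysome fractions of a sucrose gradient and its polysome fractions.

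For every library the counts covered 30 consecutive 3′ end positions, and at each position the reads were divided by the length of the nontemplated tail, from 0 to 10 nt. The most frequent untailed end in each of the 48 libraries was position 1891 of the 45S rDNA reference used by the authors. This is the D site, the 3′ end of mature 18S rRNA, and positions are given here relative to it. The counted ends ran from -5 to +24. In the TAIR10.1 assembly, the annotated 18S rRNA gene AT2G01010 lies on chromosome 2 from 3706 to 5513 on the plus strand. A further annotated 18S rRNA gene, AT3G41768, lies on chromosome 3 from 14197677 to 14199484, also on the plus strand. Both are 1808 bp long, end in TCATTG and are followed by the same 24 bases, TCGATACCTGTCCAAAACAGAACG. These bases begin the internal transcribed spacer 1 (ITS1), a part of the precursor that is removed during maturation. The named clusters of ends, A1 and A2, lie in ITS1. The A1 cluster (+8 to +13, CUGUCC in the RNA) falls at 5521 to 5526 on chromosome 2 and at 14199492 to 14199497 on chromosome 3. The A2 cluster (+21 and +22, AA) falls at 5534 to 5535 and at 14199505 to 14199506. The reads were not assigned to either locus.

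Each library held between 1815545 and 6468532 counted reads. Untailed reads ending at the D site, taken as mature 18S rRNA, numbered from 1342007 to 6103144 and made up from 71.0% to 94.5% of the counted reads (median 91.0%). Untailed reads ending from +1 to +22, taken as pre-18S rRNA, numbered from 19213 to 364808. The Wilson 95% confidence interval of the pre-18S share in a library had a half-width between 0.307% and 1.41% of that share. Over all end positions and tail lengths together, the counts differed by more than counting error in all 72 pairs of libraries within a group. The chi-square per degree of freedom lay between 6.05 and 395. This does not hold for the pre-18S share alone, whose intervals overlapped in some pairs. They were 1.353% to 1.378% in WT total replicate 1 and 1.344% to 1.372% in replicate 3. All values below are means ± SD over 4 libraries, and the tests compare libraries.

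To ask whether loss of HOT3 leaves more 18S rRNA unfinished, pre-18S reads were expressed as a percentage of mature 18S reads. In the total extract this ratio was 1.46% ± 0.0985 (SD, n = 4) in WT and 6.70% ± 0.363 in hot3-2, a log2 fold change of 2.19. In the nonpolysome fraction it was 2.22% ± 0.392 in WT and 13.2% ± 1.62 in hot3-2 (log2 2.57). In the polysome fraction it was 0.968% ± 0.154 in WT and 2.7% ± 0.325 in hot3-2 (log2 1.48). In each fraction all 4 hot3-2 libraries lay above all 4 WT libraries, and the exact two-sided permutation p was 0.0286, the smallest that 4 against 4 libraries can give. Over the 12 genotype comparisons of this ratio the Benjamini-Hochberg value was 0.0571, so these differences did not pass 0.05 after adjustment. With the A1 and A2 positions alone the log2 fold change was 2.82 in total, 2.93 in nonpolysome and also 2.82 in polysome, and with tailed reads included it was 2.63, 3.01 and 1.92. In the gradient fractions the end profiles of replicates 1 and 3 and of replicates 2 and 4 were paired, as described below, so the comparison was repeated within each pair. The log2 fold change was 2.50 in replicates 1 and 3 and 2.67 in replicates 2 and 4 in nonpolysome, and 1.55 and 1.43 in polysome. In total extracts, 3 of the 4 groups paired replicate 1 with 2 and 3 with 4 instead. There it was 2.14 in replicates 1 and 2 and 2.25 in replicates 3 and 4, and 2.26 in replicates 1 and 3 and 2.13 in replicates 2 and 4.

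**Figure D1:**
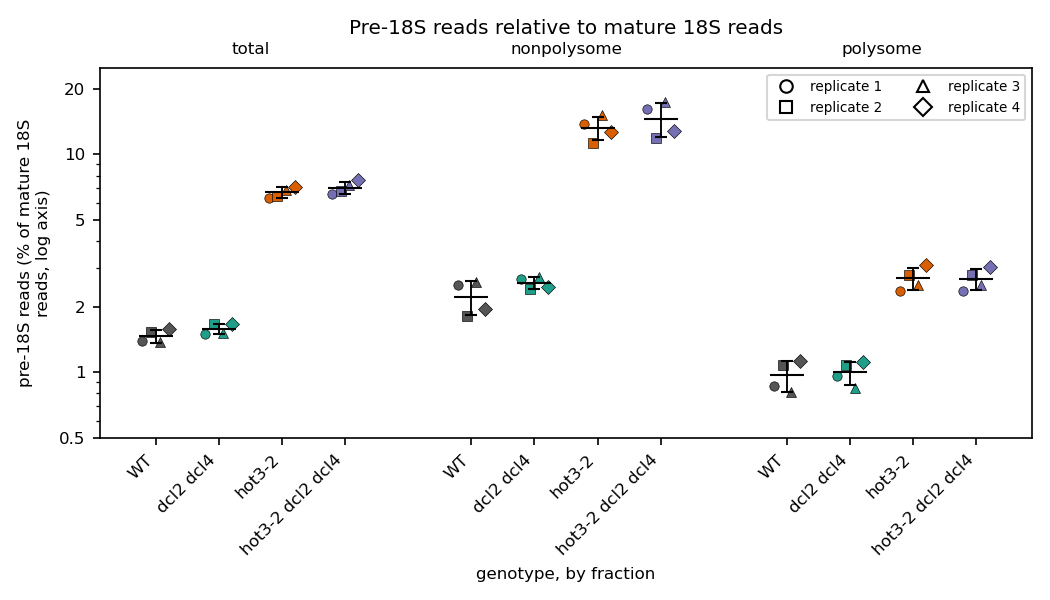
Pre-18S reads as a percentage of mature 18S reads (log axis) in each of the 48 libraries, by genotype and fraction. Symbols are replicates, and bars are the mean ± SD of 4 libraries. The means in total were 1.46% in WT and 6.70% in hot3-2, and the hot3-2 libraries sat above the WT libraries in all 3 fractions.

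The same comparison in the dcl2 dcl4 background gave similar values. The ratio was 1.58% ± 0.0891 in dcl2 dcl4 and 7.04% ± 0.460 in hot3-2 dcl2 dcl4 in total (log2 2.15). It was 2.57% ± 0.161 and 14.6% ± 2.61 in nonpolysome (log2 2.50), and 0.998% ± 0.120 and 2.68% ± 0.306 in polysome (log2 1.43). The groups did not overlap in any fraction (exact permutation p = 0.0286 each, the smallest possible, Benjamini-Hochberg 0.0571).

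The combined mutant was compared with hot3-2 to ask whether the small RNAs that depend on DCL2 and DCL4 contribute to the unfinished ends. The log2 fold change of the ratio was 0.07 in total (exact permutation p = 0.314, Benjamini-Hochberg 0.419), 0.14 in nonpolysome (p = 0.371, Benjamini-Hochberg 0.446) and -0.01 in polysome (p = 0.8, Benjamini-Hochberg 0.8). In these unpaired tests none of the differences exceeded the spread between replicates. Between libraries of the same replicate number the direction was uniform: the combined mutant was higher in 4 of 4 pairs in total and in nonpolysome, and lower in 4 of 4 in polysome. With the replicate block the value in total stayed at 0.07. Replicate numbers paired the libraries in total and in polysome, and the unpaired tests count differences between numbers as noise. An exact sign-flip test of 4 pairs cannot reach a p under 0.05, so that a small rise in total stays open. The direction in polysome changed to 0.03 with the A1 and A2 positions alone (exact permutation p = 0.743), and in 4 of the 8 fits that each left out 1 library and so broke a pair.

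The dcl2 dcl4 mutant compared with WT gave log2 fold changes of 0.11 in total (exact permutation p = 0.171, Benjamini-Hochberg 0.294), 0.21 in nonpolysome (p = 0.2, Benjamini-Hochberg 0.3) and 0.04 in polysome (p = 0.771, Benjamini-Hochberg 0.8). The mutant library was the higher of the same-numbered pair in 4 of 4 cases in total and in nonpolysome, and in 3 of 4 in polysome. Replicate numbers paired these libraries in all 3 fractions, and the unpaired tests count differences between numbers as noise. A sign-flip test of 4 pairs cannot reach a p under 0.05, so that a small rise stays open. In total the groups separated when the positions next to the D site were left out: the log2 fold change was 0.14 with ends from +3 to +22 and 0.19 with the A1 and A2 positions alone (exact permutation p = 0.0286 for both, the smallest possible). The hot3-2 effect with and without the dcl2 dcl4 mutations differed by -0.04 on the log2 scale in total (exact permutation p = 0.571, Benjamini-Hochberg 0.571) and by -0.10 in nonpolysome (p = 0.343, Benjamini-Hochberg 0.457 over 4 tests of a difference of effects).

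The fractions were compared to see where in the gradient the unfinished molecules lay. Nonpolysome exceeded total in all 4 genotypes, with a log2 fold change of 0.60 in WT, 0.70 in dcl2 dcl4, 0.98 in hot3-2 and 1.05 in hot3-2 dcl2 dcl4. Polysome was below total, with log2 fold changes of -0.60, -0.67, -1.31 and -1.39 in the same order. Nonpolysome exceeded polysome by 1.20, 1.37, 2.29 and 2.44. In each of these 12 comparisons the 4 libraries of one fraction lay on one side of the 4 libraries of the other (exact permutation p = 0.0286 and Benjamini-Hochberg 0.0286). The replicates were not evenly spread within the gradient fractions. In all 8 gradient groups (4 genotypes in 2 fractions) the untailed end profiles of replicates 1 and 3 were closest to each other and those of replicates 2 and 4 to each other. The log2 fold change of nonpolysome over total was 0.89 in replicates 1 and 3 of WT and 0.29 in replicates 2 and 4. In hot3-2 it was 1.13 and 0.82. If replicates 1 and 3 and replicates 2 and 4 each count as 1 preparation, 2 against 2 remain, and the smallest exact p is then 0.333.

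The hot3-2 effect on the ratio was larger in nonpolysome than in total by 0.39 on the log2 scale and larger in nonpolysome than in polysome by 1.10 (exact permutation p = 0.0286 and Benjamini-Hochberg 0.0571 for each, over 4 tests). These p-values depend on matching hot3-2 and WT libraries by number, although the numbers did not pair them. With the A1 and A2 positions alone these differences were 0.15 (exact permutation p = 0.371) and 0.12 (p = 0.571), and with ends from +3 to +22 they were 0.25 and 0.39 (p = 0.114 for both). Untailed ends at +1 and +2 made up 40.8% ± 2.43 of the window in WT total, 32.2% ± 7.91 in WT nonpolysome and 66.7% ± 3.46 in WT polysome. In hot3-2 they made up 10.6% ± 1.32, 7.48% ± 2.08 and 25.5% ± 1.40.

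The A1 and A2 clusters were then measured separately. In total, A1 reads were 0.532% ± 0.0216 of mature 18S reads in WT and 3.83% ± 0.255 in hot3-2 (log2 2.85). A2 reads were 0.135% ± 0.0123 and 0.888% ± 0.0463 (log2 2.72). In nonpolysome, A1 reads rose from 1.01% ± 0.290 to 7.58% ± 1.13 (log2 2.91), and A2 reads from 0.196% ± 0.0702 to 1.60% ± 0.104 (log2 3.02). In polysome, A1 reads rose from 0.168% ± 0.0386 to 1.28% ± 0.0993 (log2 2.93), and A2 reads from 0.0426% ± 0.0181 to 0.213% ± 0.0675 (log2 2.32). The groups were separate in each of these 6 comparisons (exact permutation p = 0.0286, Benjamini-Hochberg 0.0429 over 9 tests). With tailed reads included, A2 rose by 3.49 in total, 3.79 in nonpolysome and 2.99 in polysome, and A1 by 3.09, 3.16 and 3.26. With all counted reads as denominator, A1 rose by 2.63 in nonpolysome.

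The ratio of A1 to A2 reads asked whether the clusters changed alike. It was 3.96 ± 0.329 in WT and 4.32 ± 0.347 in hot3-2 in total (log2 0.13, exact permutation p = 0.2, Benjamini-Hochberg 0.225). It was 5.22 ± 0.470 and 4.73 ± 0.505 in nonpolysome (log2 -0.14, exact permutation p = 0.229, Benjamini-Hochberg 0.229), and 4.20 ± 0.863 and 6.42 ± 1.76 in polysome (log2 0.59, p = 0.114, Benjamini-Hochberg 0.147). None of these tests separated the genotypes, although in total and in polysome the ratio was higher in hot3-2 in 4 of 4 pairs of same-numbered libraries. When tailed reads were counted with the untailed ones, A2 rose more than A1 in total and in nonpolysome but not in polysome: the log2 change of the A1 to A2 ratio was -0.37 in total and -0.63 in nonpolysome (exact permutation p = 0.0286 for both, the smallest possible), and 0.28 in polysome (p = 0.171).

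At the level of single nucleotides, edgeR's quasi-likelihood test was applied to the 29 positions other than the D site, with the D-site count as library size. Between hot3-2 and WT, 24 positions in total, 27 in nonpolysome and 22 in polysome had an adjusted p under 0.05, and all were higher in hot3-2 relative to the D site. The libraries of both genotypes did not overlap at 23, 27 and 22 positions, where chance gives 2.86% of positions. The scaling decided these directions: under edgeR's TMM, which assumes that most positions do not change, the median log2 fold change was shifted by -2.28, -2.63 and -1.93, and of the called positions 11 were higher and 11 lower in total, 13 and 10 in nonpolysome, and 10 and 10 in polysome. In the dcl2 dcl4 background, 22, 27 and 24 positions passed in total, nonpolysome and polysome, all higher in hot3-2 dcl2 dcl4 relative to the D site. Under TMM, 14 higher and 12 lower passed in total, 14 and 11 in nonpolysome, and 14 and 12 in polysome, with median shifts of -2.17, -2.27 and -1.55. Using all counted reads as library size shifted the median for hot3-2 against WT by -0.11 in total, -0.28 in nonpolysome and -0.04 in polysome.

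Within A1, the increase in hot3-2 was larger at +8 and +9 than further to the 3′ side of the cluster. In total, edgeR's log2 fold change was 4.77 ± 0.0959 (SE) at +8 (adjusted p = 1.78e-12) and 4.85 ± 0.108 at +9 (adjusted p = 2.72e-12). It was 3.46 at +10, 3.02 at +11, 2.38 at +12 and 1.64 ± 0.0790 at +13 (adjusted p = 1.05e-09 at +13). In nonpolysome the values from +8 to +13 were 4.98, 4.90, 3.68, 3.16, 2.50 and 1.73, and in polysome 4.85, 5.27, 3.14, 2.80, 2.08 and 1.31. TMM kept this order but placed +13 at -0.64 in total, -0.86 in nonpolysome and -0.59 in polysome, and +12 at -0.12 in nonpolysome. The position with the most untailed A1 reads in hot3-2 total was +12, with 1.15% ± 0.0655 of mature 18S reads, followed by +11 with 0.770% ± 0.0632 and +8 with 0.694% ± 0.0503. In A2, edgeR's log2 fold change was 2.50 at +21 and 3.48 at +22 in total, 2.68 and 3.92 in nonpolysome, and 2.05 and 3.09 in polysome. Outside the clusters, the largest changes at positions whose libraries did not overlap were at +7 (4.02 in total, 4.75 in nonpolysome and 4.05 in polysome), +5 (3.80 in nonpolysome), +16 (3.49 in total, 3.69 in nonpolysome and 2.82 in polysome) and +17 (3.08 in total and 2.72 in polysome). In the dcl2 dcl4 background +7 was again among them, at 4.21 in total and 4.57 in nonpolysome.

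**Figure D2:**
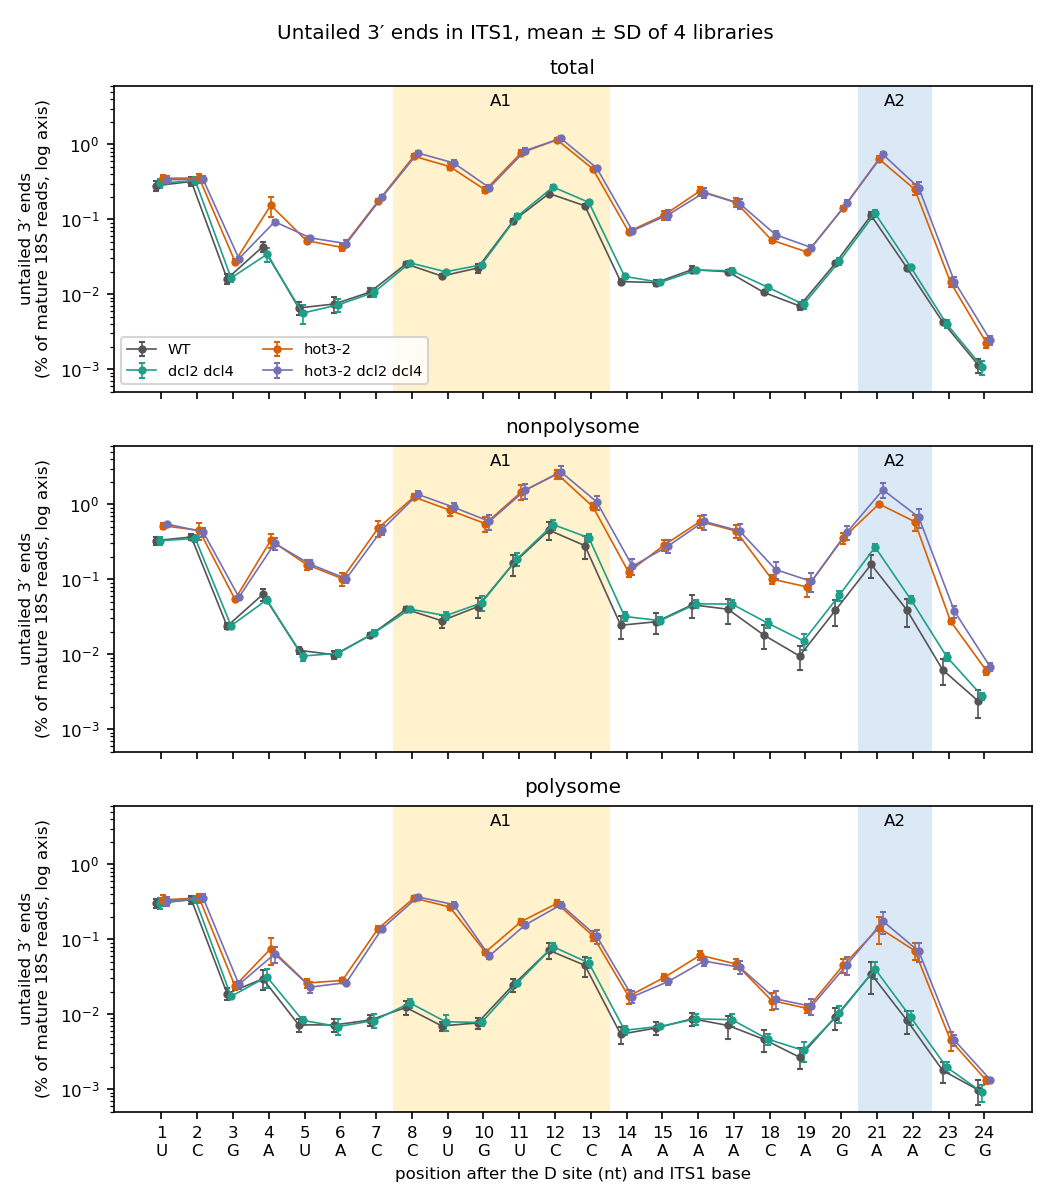
Untailed 3′ ends at each position after the D site as a percentage of mature 18S reads (log axis), with the ITS1 base under each position and the A1 and A2 clusters shaded. Points are means and bars the SD of 4 libraries. In total, +8 rose by a log2 fold change of 4.77 in hot3-2 and +13 by 1.64 relative to the D site. TMM scaling, which assumes that most positions do not change, put +13 at -0.64.

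Between hot3-2 dcl2 dcl4 and hot3-2, edgeR's test without a block called 0 positions in total (5 at an unadjusted p under 0.05), 0 in nonpolysome (6 unadjusted) and 2 in polysome, both lower in the combined mutant. The positions in polysome were -5 (log2 -1.37, edgeR's adjusted p = 0.0305) and -4 (log2 -1.21, adjusted p = 0.0356), which are shortened 18S ends and not pre-18S ends. Neither was called in 5 of the 8 fits that each left out 1 library (hot3-2 replicates 1 or 3, or combined-mutant replicates 1, 3 or 4), and 1 was called without combined-mutant replicate 2. Replicate numbers paired the libraries of these genotypes in total and in polysome. With the replicate block, edgeR called 17 positions in total, 14 higher and 3 lower, with log2 fold changes between -0.69 and 0.24. In polysome the block gave 2 other positions, +16 (log2 -0.26) and +21 (log2 0.32). Between dcl2 dcl4 and WT, the test without a block called 0 positions in total (6 unadjusted), 0 in nonpolysome (6 unadjusted) and 0 in polysome (0 unadjusted). Replicate numbers paired the libraries in all 3 fractions. With the block, edgeR called 6 positions in total, all higher (log2 0.16 to 0.28), 9 in nonpolysome, 6 higher and 3 lower (log2 -0.38 to 0.83), and 1 in polysome (-2, log2 -0.06).

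Nontemplated tails were compared as the share of reads ending from +1 to +22 that carried a tail of 1 nt or more. The files give the length of each tail and not its bases. The tailed share was 13.9% ± 2.14 in WT and 36.0% ± 5.27 in hot3-2 in total, 17.9% ± 3.57 and 39.1% ± 5.33 in nonpolysome, and 7.98% ± 0.623 and 31.9% ± 3.60 in polysome. The differences of 22.2, 21.2 and 23.9 percentage points separated all libraries (exact permutation p = 0.0286 each, the smallest possible, Benjamini-Hochberg 0.0571 over 6 tests). Counting tails of 2 nt or more moved the differences most among shares, to 17.4 points in total and 16.7 in polysome. Replicates 3 and 4 had higher tailed shares than replicates 1 and 2. Within replicates 1 and 2 the difference between hot3-2 and WT was 19.6 points in total, 19.0 in nonpolysome and 21.3 in polysome. Within replicates 3 and 4 it was 24.7, 23.4 and 26.4 points. The tailed share was 34.2% ± 4.86 in hot3-2 dcl2 dcl4 in total, 36.4% ± 5.02 in nonpolysome and 31.3% ± 3.53 in polysome. Against hot3-2 it changed by -1.87 points (exact permutation p = 0.629, Benjamini-Hochberg 0.754), -2.65 points (p = 0.486, Benjamini-Hochberg 0.729) and -0.528 points (p = 0.771, Benjamini-Hochberg 0.771), which was within the spread between replicates in these unpaired tests. It was lower in 4 of 4 pairs of same-numbered libraries in each of the 3 fractions, and a sign-flip test of 4 pairs cannot reach a p under 0.05, so that a small decrease stays open. Unpaired fits that left out 1 library changed the direction: without hot3-2 replicate 3 the difference in total was 0.0487 points, and in polysome it became positive, at most 0.825 points, without hot3-2 replicate 3 or 4 or without hot3-2 dcl2 dcl4 replicate 2.

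**Figure D3:**
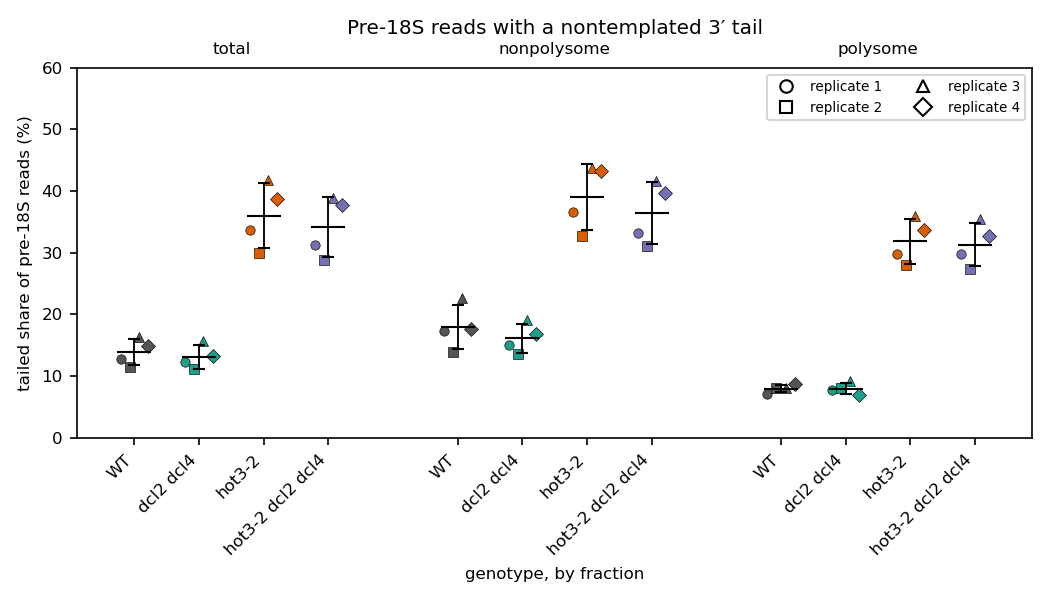
Share of reads ending from +1 to +22 that carried a nontemplated tail, in percent, for each of the 48 libraries by genotype and fraction. Symbols are replicates, and bars are the mean ± SD of 4 libraries. In nonpolysome the means were 17.9% in WT and 39.1% in hot3-2.

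Relative to mature 18S reads, tailed pre-18S reads rose in nonpolysome from 0.501% ± 0.199 in WT to 8.74% ± 2.65 in hot3-2. Reads with a 1 nt tail rose from 0.133% ± 0.0415 to 1.99% ± 0.426. Those with a 2 nt tail rose from 0.108% ± 0.0372 to 1.97% ± 0.475, and those with 3 nt or more from 0.260% ± 0.124 to 4.78% ± 1.77. The range of tail lengths depended on the end position. At +22 in hot3-2 nonpolysome, reads with a 1 nt tail were 0.494% of mature 18S reads and those with a 9 nt tail 0.142%, with a gradual decline between them. At +12, reads with a 2 nt tail were 0.492% and those with a 3 nt tail 0.0190%, a 25.9-fold drop. Drops of 6.36-fold after 4 nt at +11, 8.82-fold after 6 nt at +10 and 13.6-fold after 4 nt at +17 were also present. The tailed share at single positions in hot3-2 nonpolysome was 12.9% ± 0.534 at +8, 26.9% ± 0.521 at +12, 77.2% ± 2.35 at +17 and 84.1% ± 3.35 at +22. In WT it was 14.3% ± 0.644 at +12, 69.9% ± 1.52 at +17 and 79.4% ± 5.07 at +22. These positions were chosen after the values were seen.

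**Figure D4:**
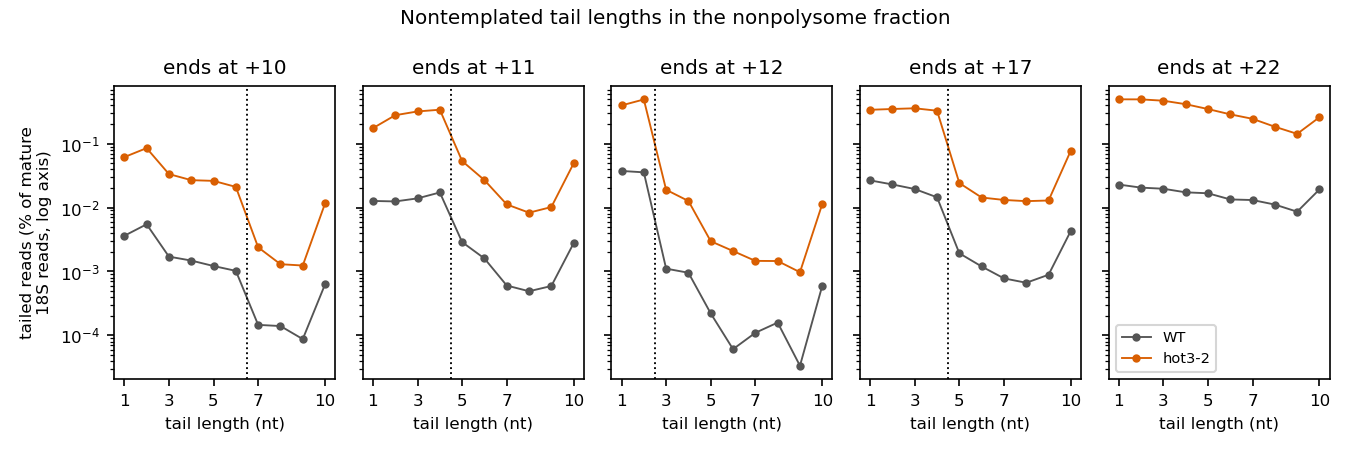
Reads with a nontemplated tail of each length (nt) as a percentage of mature 18S reads (log axis) at 5 end positions in the nonpolysome fraction, as means of 4 libraries of WT and of hot3-2. Dotted lines mark the largest drop between neighbouring lengths where it exceeded 5-fold, such as the 25.9-fold drop after 2 nt at +12 in hot3-2. Whether the class of 10 nt also holds longer tails is not stated.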

Values the study reported

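The study reported that 18S-A1/A2 species amounted to 1.46% of mature 18S rRNA in wild type and to 6.7% in hot3-2. These percentages equal the pre-18S ratio of the total extract given above, which counts every untailed end in the window. The A1 and A2 positions alone, as defined here, gave lower percentages in both genotypes.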

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

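The differences of effects with the main window, with ends from +3 to +22 and with A1 and A2 together were fixed beforehand. The other tests in this part were chosen after the results they bear on had been seen.

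A pair of libraries stood apart from the other 3 of their group. The A2 ratio of dcl2 dcl4 total replicate 2 was 0.166% of mature 18S reads, while the other replicates lay between 0.134% and 0.138%. The A1 to A2 ratio of hot3-2 dcl2 dcl4 nonpolysome replicate 4 was 4.05, while the others lay between 3.55 and 3.63. Dixon's test was applied to 60 groups of 4 values, and chance alone gives 3 such groups, more than the 2 that were found. No explanation was tested for either library, and neither value decides a comparison of the report.

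The hot3-2 effect on the pre-18S ratio differed between fractions. It was larger in nonpolysome than in total by 0.39 on the log2 scale and larger in nonpolysome than in polysome by 1.10 (exact permutation p = 0.0286 for both, Benjamini-Hochberg 0.0571). The p-values of such differences depend on the matching of hot3-2 and WT libraries by number, which the end profiles did not back. A candidate explanation is the make-up of the window. Reads ending at +1 and +2 changed less between genotypes than A1 and A2 reads, and they took up a larger share of the window in WT polysome (66.7%) than in WT total (40.8%) or WT nonpolysome (32.2%), which would dilute the hot3-2 effect by a different amount in each fraction. If so, the difference should go when +1 and +2 are left out. With ends from +3 to +22 it fell to 0.25 for nonpolysome against total and to 0.39 for nonpolysome against polysome (exact permutation p = 0.114 for both), so that part of it remained and the explanation stays open. With A1 and A2 together it fell further, to 0.15 (exact permutation p = 0.371) and 0.12 (p = 0.571). Taken singly, the effect on A1 differed by 0.10 (exact permutation p = 0.4) and -0.0060 (p = 0.971), and that on A2 by 0.37 (p = 0.343) and 0.73 (p = 0.0571), so a difference in A2 is not excluded. What the ends at +1 and +2 are stays open too. They could be precursors trimmed almost to the D site, or mature 18S molecules with an ITS1-like addition, and the counts cannot tell these apart. The lower level of A1 and A2 in polysome than in nonpolysome, present in all 4 genotypes (log2 of nonpolysome over polysome from 2.52 to 2.78), is a separate result and is not affected.

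Reads at the D site with a nontemplated tail, which no comparison of the report used, were also more frequent in hot3-2. They were 0.0392% of mature 18S reads against 0.0181% in WT in total (log2 1.11), 0.0714% against 0.0313% in nonpolysome (log2 1.19) and 0.0212% against 0.0136% in polysome (log2 0.65), with no overlap between the 4 libraries of each genotype (exact permutation p = 0.0286 each, the smallest possible). A +1 read with an error in its last base could be counted as a D-site end with a 1 nt tail, and would then follow the +1 reads. In nonpolysome the 1 nt tails at the D site rose by 1.57 on the log2 scale and the untailed +1 ends by 0.66, a difference of 0.93 (exact permutation p = 0.0286), which argues against that as the whole cause. Longer pre-18S reads misplaced at the D site by the aligner were not tested for and stay open. So do a preparation difference, which the labels do not name, and added nucleotides on mature 18S rRNA in hot3-2, a genotype difference that no test here addressed.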

How the results depend on the processing

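The window of ends, the handling of tailed reads, the denominator, the library size, the filter, the tool, the groups in the fit, the replicate block and the leaving out of each replicate were fixed as alternatives before the data were examined. The subsets of 2 replicates, position +21 alone for A2 and the summed replicates were chosen after seeing the data. Over 99 results and 1712 alternatives, 1615 kept their direction and their side of the threshold, stayed within 1.5 times for a count of positions, or moved by less than 1 SD where no call could be made. The last group includes the ratios and tailed shares with the replicate block, judged by value alone, as a sign-flip test of 4 pairs cannot reach a p under 0.05. Of the others, 38 were weaker, 23 stronger, 18 moved and 18 reversed. For hot3-2 against WT and for hot3-2 dcl2 dcl4 against dcl2 dcl4, the direction of the pre-18S ratio and of the tailed share (hot3-2 against WT) held under every alternative. No cause was tested for the changes below unless one is named.

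The window changed both small and large differences. For dcl2 dcl4 against WT in total, the log2 fold change became 0.19 with A1 and A2 positions only and 0.14 with ends from +3 to +22 (exact permutation p = 0.0286 for both). For hot3-2 dcl2 dcl4 against hot3-2 in polysome it turned to 0.0252 with A1 and A2 only (exact permutation p = 0.743). The difference of the hot3-2 effect between nonpolysome and total fell to 0.15 with A1 and A2 only (exact permutation p = 0.371), 0.25 with +3 to +22 (p = 0.114) and 0.22 with all counted reads as denominator (p = 0.0857), and stayed at 0.39 with tailed reads included, where p was 0.0571. Between nonpolysome and polysome it fell to 0.12 with A1 and A2 only (exact permutation p = 0.571) and 0.39 with +3 to +22 (p = 0.114). With tailed reads included, the A1 to A2 ratio in hot3-2 against WT turned to -0.37 in total and reached -0.63 in nonpolysome (exact permutation p = 0.0286 for both). The log2 rise became 3.09 for A1 and 3.49 for A2 in total, and 3.16 and 3.79 in nonpolysome.

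Within pairs of replicates, the comparisons of nonpolysome with total and with polysome moved by more than 1 SD. Nonpolysome against total was 0.89 in replicates 1 and 3 and 0.29 in replicates 2 and 4 of WT, 0.85 and 0.55 in dcl2 dcl4, 1.13 and 0.82 in hot3-2, and 1.28 and 0.78 in hot3-2 dcl2 dcl4. Nonpolysome against polysome was 1.61 and 0.78 in WT, 1.59 and 1.16 in dcl2 dcl4, 2.57 and 2.02 in hot3-2, and 2.78 and 2.08 in hot3-2 dcl2 dcl4. The direction held in both pairs. The log2 fold change of A2 in hot3-2 against WT in nonpolysome was 3.51 in replicates 2 and 4, that of A1 in polysome was 3.19 in replicates 1 and 3, and the ratio of dcl2 dcl4 against WT in polysome turned to -0.0074 in replicates 2 and 4. With the replicate block the value for hot3-2 against WT in total was 2.19, as without it.

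Of the counts of positions, those of hot3-2 against WT and of hot3-2 dcl2 dcl4 against dcl2 dcl4 stayed within 1.5 times under every alternative. For hot3-2 against WT, TMM reversed the direction of +13 (-0.64 in total, -0.86 in nonpolysome, -0.59 in polysome) and +12 (-0.12 in nonpolysome). This follows from its assumption that most positions do not change. With the D-site count as library size, 24 of 29 positions in total, 27 in nonpolysome and 22 in polysome were called, all higher. Under that scaling the assumption is not met. A further 23 values of single positions were weaker, 4 of them with TMM at +12 and +21 in hot3-2 against WT and 19 at -5 or -4 in hot3-2 dcl2 dcl4 against hot3-2 in polysome. The other comparisons had few calls, and their counts varied. For hot3-2 dcl2 dcl4 against hot3-2 in total, DESeq2 and the fit with all 4 genotypes gave 1 position and the replicate block 17. For dcl2 dcl4 against WT in total, they gave 1, 1 and 6. For hot3-2 dcl2 dcl4 against hot3-2 in nonpolysome, the counts were 6 with TMM, 5 with DESeq2, 4 with all 4 genotypes in the fit, 3 with the replicate block and 2 with summed replicates. For dcl2 dcl4 against WT in nonpolysome they were 6 with TMM, 1 with DESeq2 and 9 with the block. In polysome, hot3-2 dcl2 dcl4 against hot3-2 gave 0 positions with TMM, with an exact permutation test per position and with summed replicates, and dcl2 dcl4 against WT gave 1 with the block. In the comparisons whose libraries the numbers do not pair, the block gave 26 positions for hot3-2 against WT in total, 27 in nonpolysome and 24 in polysome. The lowest same-number correlations there were -0.11, -0.39 and 0.0745. For hot3-2 dcl2 dcl4 against dcl2 dcl4 the block gave 24 positions in total and 26 in polysome, with lowest correlations of -0.23 and -0.18. For hot3-2 dcl2 dcl4 against hot3-2 in nonpolysome the lowest correlation was -0.15. The block changed no other call of a count by more than 1.5 times.

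Leaving out 1 library at a time, the ratio of hot3-2 dcl2 dcl4 against hot3-2 in polysome ranged from -0.0791 to 0.0641 over 8 fits, with its direction changed without hot3-2 replicates 2 or 4 or combined-mutant replicates 1 or 3. That of dcl2 dcl4 against WT in polysome ranged from -0.0338 to 0.122, changed without WT replicates 1 or 3 or dcl2 dcl4 replicate 4. The difference in tailed share between hot3-2 dcl2 dcl4 and hot3-2 ranged from -3.90 to 0.0487 points in total (changed without hot3-2 replicate 3) and from -1.93 to 0.825 points in polysome (changed without hot3-2 replicates 3 or 4 or combined-mutant replicate 2). The positions called between these genotypes ranged from 0 to 1 in total (1 without hot3-2 replicates 1 or 3), from 0 to 5 in nonpolysome (5 without hot3-2 replicate 2, 3 without its replicate 4 and 1 without combined-mutant replicate 4) and from 0 to 2 in polysome. Other small values kept their direction but varied in size. The ratio of hot3-2 dcl2 dcl4 against hot3-2 ranged from 0.0329 to 0.104 in total and from 0.0443 to 0.224 in nonpolysome. Their difference in tailed share in nonpolysome ranged from -4.76 to -0.890 points. The nonpolysome difference of the hot3-2 effect with and without dcl2 dcl4 ranged from -0.175 to -0.0195. For hot3-2 against WT the ratio ranged from 2.16 to 2.23 in total, 2.49 to 2.66 in nonpolysome and 1.40 to 1.56 in polysome. For the share of pre-18S reads, counting error was at most 1.41% of the share, without allowance for PCR copies, and it was not computed for single positions. The number of libraries limits these tests, since 4 against 4 cannot give a p under 0.0286.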

Other observations

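The edgeR fits of the genotype comparisons, with and without the replicate block, were fixed beforehand. The other tests in this part were chosen after the patterns had been seen, the counts over splits of the libraries included.

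The number of positions called by edgeR at an adjusted p under 0.05 was compared with that of every other way to divide the same 8 libraries into 4 and 4, which makes 35 splits. For hot3-2 against WT, and for hot3-2 dcl2 dcl4 against dcl2 dcl4, only the real split (1 of 35) gave as many positions, in each of the 3 fractions. For dcl2 dcl4 against WT in each fraction, and for hot3-2 dcl2 dcl4 against hot3-2 in total and nonpolysome, the real split gave 0 positions (6, 6 and 0 at an unadjusted p under 0.05 in total, nonpolysome and polysome for the former, 5 and 6 for the latter). A count of 0 is reached by all 35 splits whatever the data, so the splits say nothing about these comparisons. For hot3-2 dcl2 dcl4 against hot3-2 in polysome 2 of 35 splits gave at least the 2 positions of the real split. The other was odd against even replicate numbers, with 12 positions, and among the 8 splits that part every same-numbered pair only the real one gave 2. Some splits along replicate numbers gave calls and others none. Odd against even numbers gave 20 positions in nonpolysome and 0 in total of hot3-2 dcl2 dcl4 and hot3-2, and for dcl2 dcl4 and WT it gave 4 in total, 4 in nonpolysome and 12 in polysome. Replicates 1 and 2 against 3 and 4 gave 13 in total, 0 in nonpolysome and 0 in polysome of hot3-2 dcl2 dcl4 and hot3-2, and for dcl2 dcl4 and WT 2 in total, 0 in nonpolysome and 3 in polysome. The blocked counts in the report (17 and 2 positions for hot3-2 dcl2 dcl4 against hot3-2 in total and polysome, 6, 9 and 1 for dcl2 dcl4 against WT) are the values with differences between replicate numbers removed.

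The replicates of a group fell into pairs. In all 8 groups from gradient fractions the untailed end profiles placed replicate 1 with 3 and replicate 2 with 4, a result with a probability of 0.000152 if each of the 3 possible pairings were equally likely in every group and the groups were independent. In total extracts this pairing was the closest in 1 of 4 groups, and 1 with 2 and 3 with 4 in 3 of 4. Replicates 1 and 3 may therefore share a gradient or RNA preparation, and replicates 2 and 4 another. The tailed share split the replicates differently: it was higher in replicate 3 than in 1, or in 4 than in 2, in 23 of the 24 pairs over the 12 groups. This suggests that libraries 3 and 4 were made or sequenced in another round than 1 and 2. For total and nonpolysome of WT, hot3-2 and hot3-2 dcl2 dcl4, the paper describes the 4 libraries as biological replicates. Neither the paper nor the labels tie a replicate number to a gradient, round or day, so both remain hypotheses. If they hold, the 4 libraries of a group are not fully independent, and the exact tests with 4 against 4 overstate the number of independent samples.

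Tail lengths stopped abruptly at some end positions, and the length depended on the position. At +12, where ITS1 continues with CAAAAC, tails of 3 nt were 25.9-fold rarer than tails of 2 nt in hot3-2 nonpolysome. A candidate explanation is that a longer adenosine tail fits ITS1 better than a break does and is aligned further into it. On the way it passes mismatched bases, 1 at +12 and more than 1 at +10, +11 and +17. Under a score that gains as much from a match as it loses from a mismatch, such tails should stop after 6 nt at +10, 4 nt at +11, 2 nt at +12, 4 nt at +17 and 2 nt at +19. The largest drop fell at the predicted length at 4 of these 5 positions, from 6.36-fold to 25.9-fold, and not at +19. Among the 120 arrangements of the predictions over the positions, as many matches had a permutation p of 0.1. No arrangement could match more of the observed stops, so 0.1 is the smallest p that this test could give. With 5 positions the test therefore cannot decide it. The 8 positions with no predicted stop had largest drops from 1.33-fold to 10.2-fold. A related prediction is a lower tailed share where the next base of ITS1 is A, since the added base would be read as ITS1 there. The mean tailed share in hot3-2 nonpolysome was 14.5% over 9 such positions and 30.7% over 13 others (permutation p = 0.0919), which does not decide it either. The bases of the tails, not used here, would. If the explanation holds, part of the untailed reads at +4, +6, +14 to +17, +19, +21 and +22, the 9 positions that the alignment can reach, are adenylated molecules. With all untailed reads there counted as tailed in both genotypes, the tailed share in nonpolysome would be 32.9% ± 4.68 in WT and 55.4% ± 4.34 in hot3-2. Whether the misplaced part differs between genotypes was not tested. The rise of A2 in hot3-2 is not due to adenylated A1 reads at +22 alone, as +21 by itself rose by a log2 of 2.68 in nonpolysome. Adenylated reads from +20 counted at +21 stay open.

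Ends at -1 with a 1 nt tail (0.310% of mature 18S reads in WT nonpolysome) and at -2 with a 2 nt tail (0.151%) were frequent in every group. These could be mature 18S reads with an error near their last base. Such reads should not depend on genotype. Over the 12 genotype comparisons (4 in each fraction), ends at -2 with a 2 nt tail changed by a log2 between -0.16 and 0.11, and the smallest exact permutation p was 0.429. These tests were unpaired, and in 5 of the 12 comparisons all 4 pairs of same-numbered libraries went one way, so that small genotype differences are not excluded. Ends at -1 with a 1 nt tail changed by a log2 between -0.39 (hot3-2 against WT in total, exact permutation p = 0.0571) and 0.25, they were lower in hot3-2 than in WT in 12 of 12 pairs of same-numbered libraries, and dcl2 dcl4 lay below WT in polysome (log2 -0.31, p = 0.0286, Benjamini-Hochberg 0.343 over 12 comparisons). Errors therefore stay open for both. Neither kind of end rose as tailed pre-18S reads did in hot3-2 nonpolysome (log2 4.12, exact permutation p = 0.0286).

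Shortened ends at -5, which lie inside 18S rRNA, rose in hot3-2 nonpolysome to 0.0918% ± 0.0659 of mature 18S reads, from 0.0111% in WT (log2 3.05, exact permutation p = 0.0286). They were 0.0239% in hot3-2 dcl2 dcl4 (log2 -1.94 against hot3-2, exact permutation p = 0.0286). The position was picked from the values, and these p-values are unadjusted. Between hot3-2 dcl2 dcl4 and hot3-2 in nonpolysome, edgeR's test over 29 positions called 0 (lowest adjusted p 0.0603), so the fall did not pass adjustment there. Most of the hot3-2 level came from replicates 1 and 3, in which the log2 fold change over WT was 3.79. It was still 1.62 in replicates 2 and 4, so the preparation of replicates 1 and 3 alone does not explain the rise over WT. The fall in the combined mutant was -2.50 in replicates 1 and 3 and -0.69 in replicates 2 and 4. Each hot3-2 library (lowest 0.0345%), replicates 2 and 4 included, lay above each combined-mutant library (highest 0.0266%), so the preparation of replicates 1 and 3 alone does not explain the fall either, although its size differed between the pairs. In polysome the fall was -2.03 in replicates 1 and 3 and -0.55 in replicates 2 and 4 (log2 -1.36 over all, exact permutation p = 0.0286), and in total -0.61 and -0.29 (-0.43 over all, p = 0.0857). A rise was also present without DCL2 and DCL4. In nonpolysome, ends at -5 were 0.0239% in hot3-2 dcl2 dcl4 and 0.00919% in dcl2 dcl4 (edgeR's log2 fold change 1.38 without a block). A candidate explanation that the design offers is that part of the trimming or cleavage inside the 18S end depends on DCL2 or DCL4 in hot3-2. It was not tested, and other differences in preparation between the genotypes stay open.

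Ends at +21 tended to be higher with the dcl2 dcl4 mutations. Against hot3-2 in nonpolysome, the combined mutant had a log2 fold change of 0.62 at +21, with an edgeR adjusted p of 0.0603, and dcl2 dcl4 against WT had 0.77 (edgeR's adjusted p = 0.208). With the replicate block, in comparisons where the numbers pair the libraries, +21 was called in 3 of 5 fits: dcl2 dcl4 against WT in nonpolysome (log2 0.83, edgeR's adjusted p = 0.0145), and hot3-2 dcl2 dcl4 against hot3-2 in total (log2 0.20, adjusted p = 0.000848) and in polysome (log2 0.32, adjusted p = 0.0257). Without the block the adjusted p of the last 2 was 0.271 and 0.868. The adjustment covers the 29 positions, which argues against chance among them in these 3 blocked fits. For hot3-2 dcl2 dcl4 against hot3-2 in nonpolysome, where the numbers do not pair the libraries, chance stays open at 0.0603. The position was picked from the values, and the call depends on the block. It was not specific to A2, as +22 was called in none of these fits. With the block, 14 positions were called higher in total of hot3-2 dcl2 dcl4 against hot3-2, +21 included. Among them were +18 (log2 0.24), +19 (0.20) and +20 (0.23), so +21 did not stand out there. In nonpolysome of dcl2 dcl4 against WT, +18, +19, +20 and +23 rose by 0.58 to 0.74. No biological explanation was tested.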
